# Capture‐C reveals preformed chromatin interactions between HIF‐binding sites and distant promoters

**DOI:** 10.15252/embr.201642198

**Published:** 2016-08-09

**Authors:** James L Platt, Rafik Salama, James Smythies, Hani Choudhry, James OJ Davies, Jim R Hughes, Peter J Ratcliffe, David R Mole

**Keywords:** Capture‐C, chromatin, *cis‐*interaction, HIF, Hypoxia, Chromatin, Epigenetics, Genomics & Functional Genomics, Transcription

## Abstract

Hypoxia‐inducible factor (HIF) directs an extensive transcriptional cascade that transduces numerous adaptive responses to hypoxia. Pan‐genomic analyses, using chromatin immunoprecipitation and transcript profiling, have revealed large numbers of HIF‐binding sites that are generally associated with hypoxia‐inducible transcripts, even over long chromosomal distances. However, these studies do not define the specific targets of HIF‐binding sites and do not reveal how induction of HIF affects chromatin conformation over distantly connected functional elements. To address these questions, we deployed a recently developed chromosome conformation assay that enables simultaneous high‐resolution analyses from multiple viewpoints. These assays defined specific long‐range interactions between intergenic HIF‐binding regions and one or more promoters of hypoxia‐inducible genes, revealing the existence of multiple enhancer–promoter, promoter–enhancer, and enhancer–enhancer interactions. However, neither short‐term activation of HIF by hypoxia, nor long‐term stabilization of HIF in von Hippel–Lindau (VHL)‐defective cells greatly alters these interactions, indicating that at least under these conditions, HIF can operate on preexisting patterns of chromatin–chromatin interactions that define potential transcriptional targets and permit rapid gene activation by hypoxic stress.

## Introduction

Hypoxia‐inducible factor (HIF) is the key transcription factor regulating transcriptional responses to hypoxia and is central to the pathogenesis of many human diseases including cancer. The DNA binding complex compromises an oxygen‐regulated alpha‐subunit, which dimerizes with a constitutively expressed beta‐subunit and binds to *cis‐*acting hypoxia response elements containing a core “RCGTG” consensus sequence 1, 2. Activation of HIF directs a broad range of inducible responses, which vary according to cellular and pathophysiological context 3, raising questions as to how different responses are specified.

Recent advances in high‐throughput DNA sequencing have facilitated pan‐genomic analyses of the architecture of HIF transcriptional response and are beginning to shed light on these processes 4, 5, 6, 7. These studies have revealed hundreds to thousands of HIF‐binding sites across the genome. As expected, a proportion of these sites clusters with annotated promoters. However, approximately 30% of HIF‐1 & 50% of HIF‐2 binding sites are more than 10 kb away from their nearest annotated gene 7. Tests of association with hypoxia‐inducible transcripts, such as gene set enrichment analyses (GSEA), have demonstrated clear statistical association with positive effects on gene expression, suggesting that at least some of these loci are hypoxia‐inducible transcriptional enhancers 7. However, with the exception of a small number of loci 8, 9, physical association with a hypoxia‐inducible promoter has not been defined. Nor is it known whether any such associations are induced following exposure of cells to hypoxia and/or the binding of HIF to DNA or whether they are present prior to the induction of HIF and contribute to the cell‐type‐specific operation of the HIF transcriptional response. These questions are of interest both mechanistically, since hypoxia has been reported to affect chromatin structure 10, 11, 12, 13, and medically, since specific therapeutic modulation (both positive and negative) of components of the hypoxic transcriptional response is a major focus for pharmaceutical development 14, 15.

To address these, and related questions as to the number and range of interactions made by HIF‐binding sequences under different inducing conditions, we deployed a recently developed multiplexed assay of chromatin conformation 16, 17 in normoxic and hypoxic cells, and in renal cancer cells in which HIF is activated in normoxia by inactivation of the von Hippel–Lindau (pVHL) E3 ubiquitin ligase 18. This technology enabled the detection of an average of approximately 6,000 unique ligation junctions at each of 38 viewpoints overlapping selected promoter‐distant HIF‐binding sites and gene promoters. Our findings revealed that these intergenic HIF‐binding regions commonly interact with the promoters of hypoxia‐inducible genes. They demonstrated *cis‐*acting chromatin interactions from HIF‐binding regions to multiple types of DNA element, including both the promoters of hypoxia‐inducible genes and other distant elements over distances of up to 250 kb. The findings also revealed that most intergenic regions that bind HIF in hypoxic cells bear the marks of active enhancers in normoxic cells and that *cis‐*interactions between these sites and hypoxia responsive promoters are already established, with few changes occurring during induction of the HIF response by hypoxia. Taken together with other recent analyses of the HIF response, the results support a model of gene regulation whereby many HIF‐binding sites and their target promoters are accessible, functionally annotated, active, and associated in close proximity prior to HIF binding, ready to effect a rapid transcriptional response through release of promoter‐paused RNApol2.

## Results and Discussion

### Chromatin environment at distal HIF‐binding sites

To investigate HIF‐binding sites that are distant from annotated gene promoters or transcribed regions of the genome 7, we first defined whether these distal sites carry histone modifications consistent with enhancers rather than unidentified promoters. ChIP‐seq was performed in MCF‐7 cells, incubated in normoxia or hypoxia (0.5% oxygen, 16 h), using antibodies to H3K4me1 and H3K27ac, and analyzed together with RNA‐seq and H3K4me3, RNApol2 and HIF ChIP‐seq datasets obtained previously under similar conditions 4 as well as DNase‐seq analyses published by ENCODE (GSE32970) (Fig 1A–N). Importantly, HIF binding was highly inducible by hypoxia, with almost no detectable levels of normoxic HIF‐1β binding (Fig 1A and B). HIF‐binding sites that were more than 10 kb from annotated transcriptional start sites were associated with negligible levels of RNA expression compared with gene bodies (Fig 1C and D). We were unable to confidently observe eRNAs, most probably because the total RNA‐seq data were not sequenced to sufficient depth. These promoter‐distal HIF‐binding sites were highly accessible compared to promoters and were strongly enriched for the enhancer mark H3K4me1, with lower levels of H3K4me3 19, 20 (Fig 1E–J).

**Figure 1:**
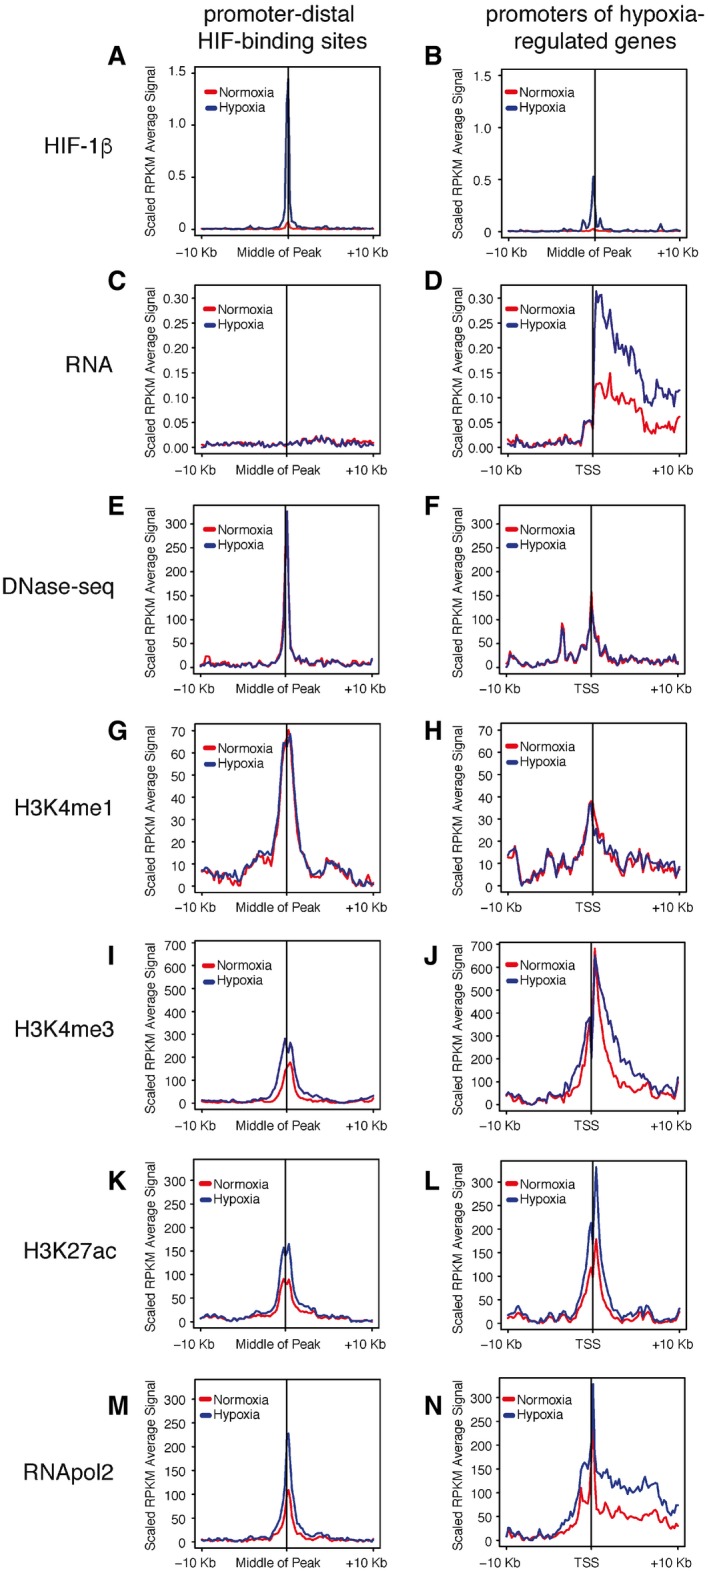
HIF‐bound enhancers are in a poised state in normoxia A–NAveraged signals at promoter‐distal (> 10 kb) HIF‐binding sites and at the promoters of hypoxia‐regulated genes for comparison are shown for HIF‐1β ChIP‐seq (A, B), total RNA‐seq (C, D), DNase‐seq (E, F), H3K4me1 ChIP‐seq (G, H), H3K4me3 ChIP‐seq (I, J), H3K27ac ChIP‐seq (K, L), and RNApol2 ChIP‐seq (M, N). Median RPKM (reads per kilobase per million reads, scaled to background signal) from normoxic (red) and hypoxic (blue) MCF‐7 cells are plotted for ± 10‐kb flanking regions.

Although levels of H3K4me1 were unchanged at promoter‐distal HIF‐binding sites in hypoxia (Fig 1G), H3K27ac and RNApol2 signals were increased (Fig 1K and M) consistent with increased enhancer activity in hypoxia 21. However, H3K27ac and RNApol2 were also present at these sites in normoxia before HIF binds. Similarly, RNApol2 was present across the gene bodies of hypoxia‐regulated genes (Fig 1N) indicating that they are transcribed, at lower levels (Fig 1D), before HIF is stabilized in hypoxia. This supports a model in which promoter‐distant HIF binding can occur at enhancers that are already partially active in normoxic cells.

### Chromatin interactions with HIF‐bound enhancers

To determine how these putative HIF‐bound enhancers act on their target promoters, we next examined chromatin *cis‐*interactions with a subset of promoter‐distant, HIF‐binding sites (Appendix Table S1). As expected, these co‐localized with ChIP‐seq signals for H3K4me1 and H3K27ac (e.g., Fig 2A). We first studied hypoxic MCF‐7 cells and analyzed *cis‐*interactions with 18 intergenic HIF‐binding sites that were > 10 kb (median 74 kb, mean 125 kb) away from any annotated promoter, using Capture‐C 16, 17. 

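Capture-C libraries of MCF-7, a breast cancer cell line, were made from 2 normoxic cultures and from 2 cultures kept in 0.5% oxygen for 16 h. Cross-linked chromatin was cut with DpnII and re-ligated, and fragments joined to the viewpoints were enriched with biotinylated oligonucleotides and sequenced. The authors aligned the reads to hg19 with Bowtie 1.0.0 and counted interactions per DpnII fragment. They then tested overlapping windows of 2 kb against a background that decays with distance, with a negative binomial model and a false discovery rate corrected at each distance across the probes. The paper's text does not name the false discovery rate at which a window was called. What the authors deposited for MCF-7 is a list of 414 lines, each of which pairs a viewpoint with a called bin 2000 bp wide. The bins listed under a viewpoint do not overlap, and how they were made from the overlapping windows is not stated in the paper's text. The list carries no interaction frequency, count, score or p-value and has no column for a library or an oxygen level. Calls from normoxic and hypoxic cells therefore cannot be separated, the lists do not show the depth behind each call, and no replicate error can be given. The list holds 42 viewpoints, which are given as positions without names, so HIF-binding sites and promoters are counted together. In 362 lines the bin starts a whole number of bin widths from the start of its viewpoint, within 1 bp. In the other 52 lines it does not, and these bins lie 19.8 to 103 Mb from the viewpoint they are listed under. All bins were used as deposited unless stated otherwise, distances run from the centre of the viewpoint to the centre of the bin, and positions are printed as the list gives them.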

Capture‐C is a derivative of the chromatin conformation capture (3C) technique 22, coupled with oligonucleotide enrichment and high‐throughput sequencing. Capture‐C allows discovery of previously unknown distant interacting elements (promoters, enhancers, CTCF sites, etc.) from multiple “viewpoints” (in this case HIF‐binding sites) in parallel and at high resolution. Each experiment was performed in duplicate and demonstrated a high degree of reproducibility (Appendix Fig S1).

**Figure 2:**
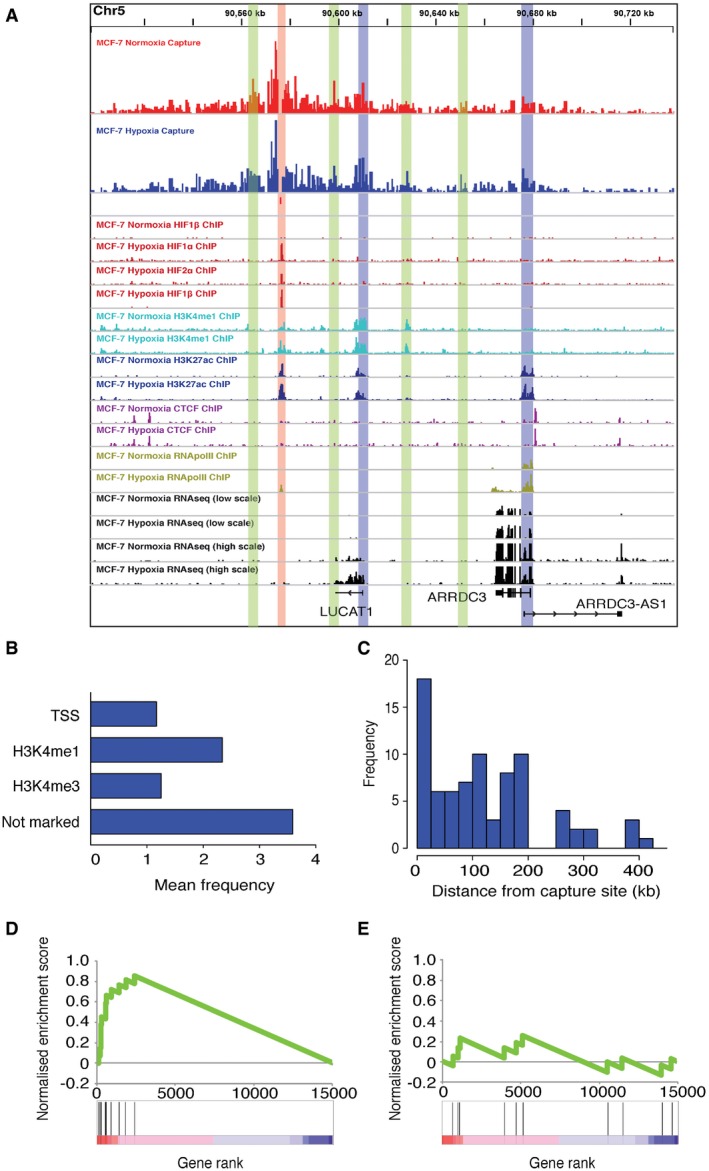
Distant HIF‐binding sites make physical contact with the promoters of HIF target genes ACapture‐C from hypoxic MCF‐7 cells (top) and ChIP‐seq tracks for subunits of HIF, H3K4me1, H3K27ac, CTCF, and RNA‐seq in normoxic and hypoxic MCF‐7 cells as indicated at the ARRDC3 (arrestin domain containing 3) and LUCAT1 (lung cancer associated transcript 1, non‐protein coding) gene loci. RNA‐seq tracks are shown in both low scale and high scale to represent regulation of transcripts with differing transcript levels. Capture‐C was performed using oligonucleotides to a “viewpoint” region at the HIF‐binding site (highlighted in red). Interaction with the TSS of both LUCAT1 and ARRDC3 is highlighted in blue. Association with regions, including additional enhancers, is highlighted in green.BRegions associated with HIF‐binding sites were classified according to the presence of a UCSC‐annotated TSS, or coincidence with H3K4me1 or H3K4me3 ChIP‐seq signal. The bar chart shows the average number of each type of site that interacted per HIF‐binding site.CHistogram showing the frequency distribution of elements interacting with HIF‐binding sites according to absolute distance from the “viewpoint” site on the horizontal axis.D, EGenes at which the TSS interacted with a HIF‐binding site (D) and genes adjacent to HIF‐binding sites, which did not interact with the site (E), were subjected to GSEA using a ranking metric combining fold‐change in hypoxia and significance 25. The ranking metric on the horizontal axis is shown as a color scale at the bottom. All the genes whose promoters were associated with HIF‐binding sites appeared among the most strongly hypoxia‐induced genes, while non‐interacting genes showed no enrichment.

At 14 of the 18 sites, strong enrichment of sequences at the “viewpoint” site was observed confirming efficient capture; sites with poor capture efficiencies were excluded from further analysis. Regions that had a re‐ligation frequency that was significantly greater than a background, modeled on the average distance‐dependent signal decay, were defined as sites of significant *cis‐*interaction. 

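The MCF-7 list gave 9.86 ± 7.44 called bins per viewpoint (SD over 42 viewpoints), with a median of 8 and a range of 1 to 35. The SD describes the spread between viewpoints, since the list has no replicates. Bins that touched or lay within 2 kb of each other formed 196 regions, or 4.67 ± 3.06 per viewpoint (SD). The viewpoint with 35 bins, on chromosome 14 from 34420142 to 34420423, owed all of them to lines whose bins lie megabases away. Viewpoints at promoters are included in these numbers.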

Each HIF‐binding site showed significant interaction with an average of seven sites (Fig 2B). These *cis‐*interacting sites were then correlated with UCSC gene annotations and ChIP‐seq analyses of H3K4me3, H3K4me1, H3K27ac, RNApol2, and CTCF binding to define functionally annotated regions. Approximately 50% of *cis‐*interacting sites contained one or more of the above marks (Fig 2B). 

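Of the 414 called bins of the MCF-7 list, 300 had their centre within 250 kb of the centre of their viewpoint (72.5%, exact 95% binomial interval 67.9% to 76.7%). Neighbouring bins are not independent, so the interval covers counting error only. The share was 82.9% (300 of 362, interval 78.6% to 86.6%) without the 52 lines whose bins lie off the grid of their viewpoint. It was 80.4% (332 of 413) when those lines were assigned to the viewpoint whose grid they fit. Of the 362 bins on the grid of their viewpoint, 104 lay within 25 kb (28.7%) and 193 within 100 kb (53.3%). The nearest lay 5.92 kb and the farthest 483 kb from the viewpoint, with a median of 83.4 kb.

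**Figure D1:**
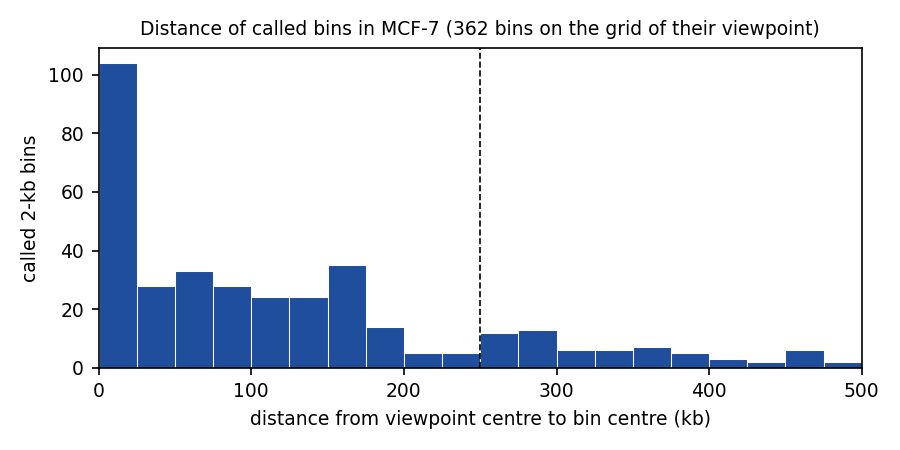
Number of called 2-kb bins in MCF-7 by distance from the viewpoint in kb, for the 362 bins on the grid of their viewpoint. The dashed line marks 250 kb, and 300 bins lie to its left.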

*Cis‐*interacting elements lay predominantly within 250 kb of the HIF‐binding site (Fig 2C) and all were located within the same topologically associating domain (TAD) 23.

*Cis‐*interactions were identified between HIF‐bound enhancers and at least one annotated gene promoter lying up to 150 kb from the HIF‐binding site at nine of the 14 HIF‐binding sites assayed. Notably, this was not always the nearest gene. At three sites, *cis‐*interaction with the promoter of a hypoxia‐regulated gene was observed, although the number of interactions was below the level required to be statistically significant. At only two out of 14 HIF‐binding sites was no association with the promoter of a gene detected. Both had evidence for strong HIF binding, although the closest hypoxia‐regulated gene was > 1.5 Mb away. Whether these two sites represent a distinct functional class of HIF‐binding sites will require further analysis. 

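The viewpoint at the HIF-binding site near ARRDC3 and the noncoding gene LUCAT1 lies on chromosome 5 of hg19 from 90575785 to 90576518. The MCF-7 list held 10 called bins for it. The promoters were placed by the shaded regions of Fig 2A, read from its axis with a tolerance of 2 kb, because the list names no genes. At LUCAT1, 2 bins were called from 90609784 to 90613784, with centres 34.6 and 36.6 kb to the right of the viewpoint. At ARRDC3, 3 bins were called from 90675784 to 90681784, with centres 101 to 105 kb to the right. The other bins formed runs at 90563784 to 90567784, to the left of the viewpoint, and at 90627784 to 90629784, 90651784 to 90653784 and 90657784 to 90659784, between both promoters.

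**Figure D2:**
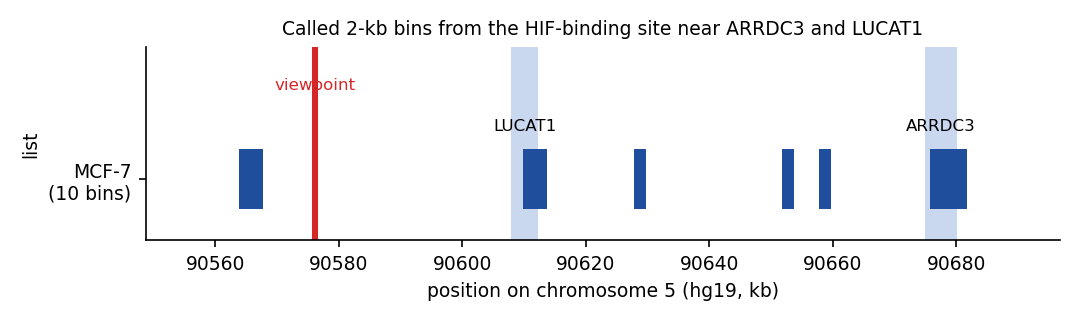
Called 2-kb bins in MCF-7 (blue boxes) along chromosome 5 in kb, with the viewpoint in red and the promoter regions shaded in Fig 2A in light blue. Bins fall on LUCAT1 and on ARRDC3.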

Three sites where *cis‐*interactions with more than one promoter were seen were all associated with a co‐regulated coding and noncoding gene pairing (e.g., Fig 2A).

Genes whose promoters interacted with distant HIF‐binding sites were enriched among hypoxia‐upregulated transcripts in RNA‐seq analyses as determined by Gene Set Enrichment Analysis (GSEA) 24, using a ranking metric combining fold‐change in hypoxia and significance 25 (Fig 2D). By comparison, adjacent genes whose promoters did not interact were not enriched for hypoxic regulation (Fig 2E) despite the presence of H3K4me3, RNApol2, and RNA‐seq signal at these gene loci. This suggests that the observed chromatin–chromatin interactions are functional and that Capture‐C may be used to predict the target promoter(s) of intergenic HIF binding elements, even when the genes lie at large distances and are not necessarily the closest locus to the HIF‐binding element. It also provides clear evidence, across multiple gene loci that promoter‐distant HIF‐binding sites can physically interact with hypoxia‐regulated gene promoters.

In addition to showing association with gene promoters, HIF‐binding sites also interacted with an average of approximately three additional distant enhancer elements as characterized by the presence of H3K4me1 and H3K27ac (Fig 2B and Appendix Fig S2). This suggests more extensive convergence between HIF signaling and additional transcriptional regulatory pathways than is apparent from examining sequences local to the HIF‐binding site.

### Chromatin interactions with HIF‐regulated promoters

In addition to observing frequent weak ChIP‐seq signal at sites interacting with a strong peak, several gene loci (e.g., NDRG1, DDIT4, ERRFI1, EGLN3) harbored multiple strong signals of roughly equal intensity, each of which contained a consensus HRE motif. These are among the most hypoxia‐upregulated genes in MCF‐7 cells (ranked 8, 28, 68, and 35, respectively) 4. This raised the question as to whether the promoters of these genes are able to interact with more than one HIF‐binding site. To answer this, we performed Capture‐C using the promoters of these genes as “viewpoint” sites. This identified clear association between the promoters of these genes and multiple HIF‐binding sites, both upstream and downstream of the promoter (Fig EV1). As multiple HIF‐bound enhancers are brought into close proximity with the promoters of these genes, this indicates that more than one HIF‐binding site may contribute to the regulation of a single gene, perhaps contributing to greater amplitude of regulation by hypoxia.

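The NDRG1 promoter viewpoint lies on chromosome 8 of hg19 from 134308800 to 134310950, and the MCF-7 list held 26 called bins for it. The 4 HIF-binding sites shaded in Fig EV1 were read from its axis with a tolerance of 2 kb. The leftmost site had no called bin in MCF-7, and the nearest bin to it ran from 134218799 to 134220799, 90.1 kb to the left of the viewpoint. The nearest site to the right of the viewpoint had none either. The site to the right of these had 2 bins, from 134366799 to 134370799, with centres 57.9 and 59.9 kb to the right. The rightmost site had 6 bins between 134382799 and 134394799, with centres 73.9 to 83.9 kb to the right. A run of 10 bins from 134446799 to 134468799 lay outside the shaded sites. A site without a called bin did not pass the authors' threshold in this list, which does not exclude an interaction. DDIT4, ERRFI1 and EGLN3 lie on chromosomes with several viewpoints. Genes were matched by chromosome alone, without an hg19 annotation, so these were not assigned to a viewpoint. From multiple HIF-bound sites in contact with these promoters, the paper proposes that several such sites contribute to the regulation of a gene.

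**Figure D3:**
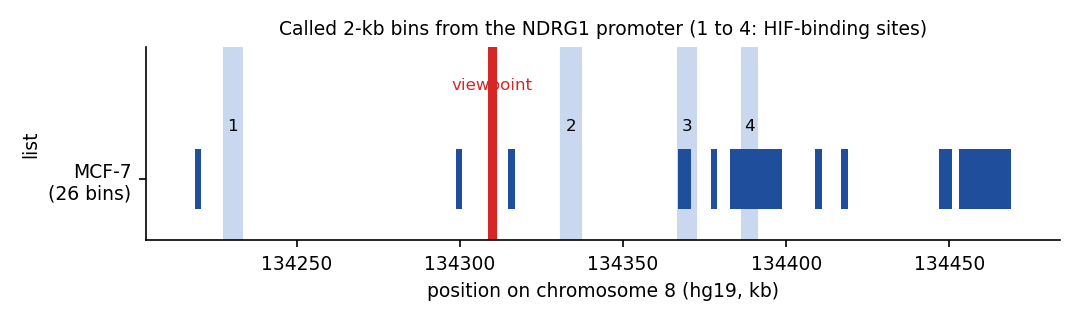
Called 2-kb bins in MCF-7 (blue boxes) along chromosome 8 in kb, with the viewpoint in red and the 4 HIF-binding sites shaded in Fig EV1 in light blue. Bins fall on the sites marked 3 and 4.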

**Figure EV1:**
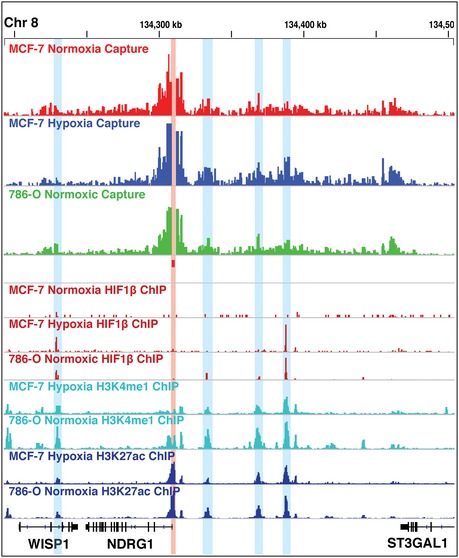
Promoter of hypoxia‐regulated gene NDRG1 interacts with multiple HIF‐binding sites Capture‐C and ChIP‐seq tracks at the NDRG1 locus, showing that the NDRG1 promoter (bait site highlighted by pink shading) is in close contact with multiple strong HIF‐binding sites (blue shading).

Glycolysis is one of the best‐characterized HIF‐regulated pathways, with at least one isoenzyme catalyzing each step of the pathway being a HIF target gene 4 (Appendix Fig S3). Unexpectedly, inspection of HIF ChIP‐seq signals revealed that these gene loci bound both HIF‐1 and HIF‐2 with similar intensity, at or very close to their promoter, although all but one gene was exclusively regulated by HIF‐1 (Fig EV2A–C). Interestingly, the exception, HK1, has a HIF‐binding site within an intron of its gene, which although intragenic is (unusually for glycolytic genes) approximately 50 kb from the promoter (Appendix Fig S3). This raised questions as to whether functional selectivity among bound HIF isoforms might be a general function of distance from a promoter. To test this, we interrogated our genomewide datasets 4, 7. This analysis revealed a clear difference between promoter‐proximal and promoter‐distal sites that bound both HIF isoforms. Promoters bound by both HIF‐1 and HIF‐2 were almost entirely upregulated by HIF‐1 alone, whereas promoter‐distant HIF‐binding sites were found to be associated with genes that were upregulated by either or both HIF‐1 and HIF‐2 (Tables EV1 and EV2 and Fig EV3).

**Figure EV2:**
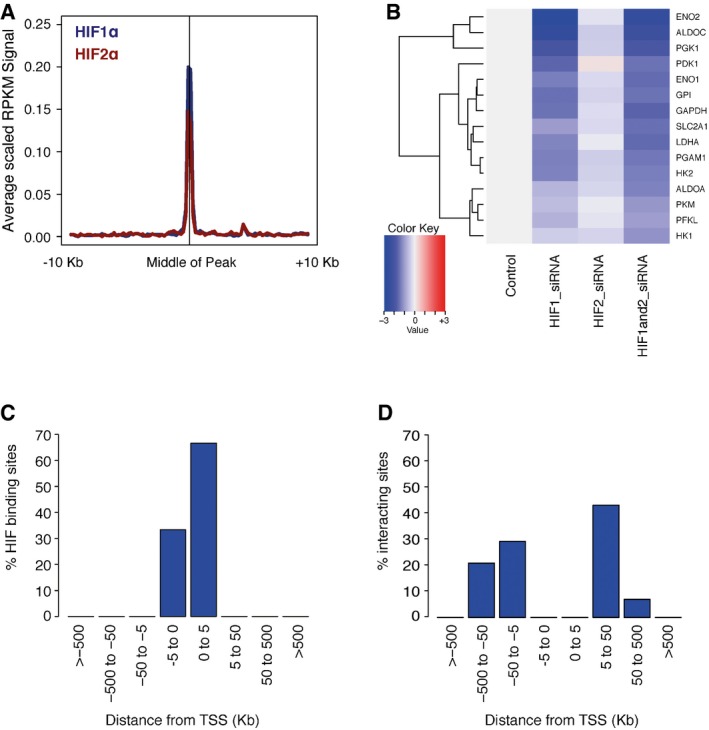
HIF regulation of the glycolysis pathway Averaged HIF1α (blue) and HIF2α (red) ChIP‐seq signals (RPKM) at the HIF‐binding sites closest to the HIF‐regulated glycolysis pathway genes highlighted in Appendix Fig S5.Heatmap showing the changes in expression of HIF‐regulated glycolysis pathway genes (normalized to the control siRNA) when either HIF1α or HIF2α or both are knocked down by siRNA. Genes were ordered by row according to hierarchical clustering.Frequency histogram showing the distribution of genomic distances between the promoters of glycolytic genes and the closest HIF‐binding sites.Frequency histogram showing the distribution of genomic distances between the promoters of glycolytic genes and all enhancers looping to them.

**Figure EV3:**
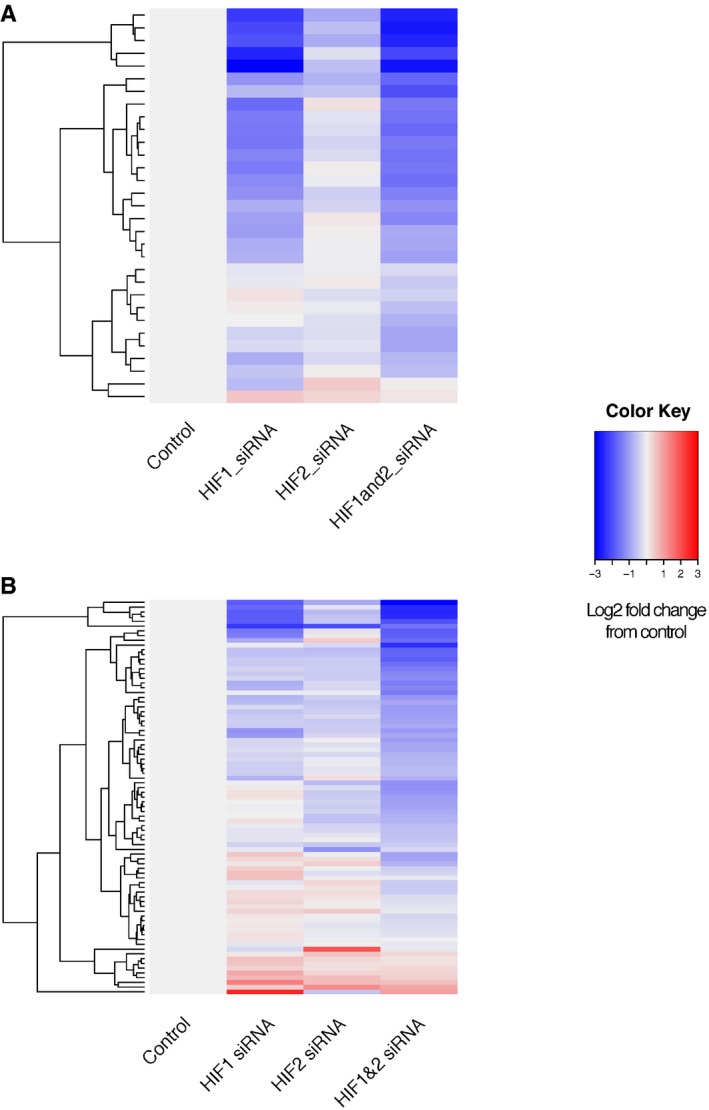
Differential transcriptional activation activity of HIF1 and HIF2 Binding sites bound both by HIF1 and HIF2 were identified and classified by the distance from the binding site to the closest TSS. Expression of the closest gene (normalized to the control siRNA) is shown for MCF‐7 cells treated with control siRNA, HIF1α siRNA, HIF2α siRNA or HIF1α and HIF2α siRNA combined. Genes were ordered by row according to hierarchical clustering. 
Genes bound by HIF at their promoters (2 kb or less).Genes bound by HIF at distal enhancers (10 kb or more).

Since HIF binding at glycolytic gene loci is strongly promoter associated (Fig EV2C), we next determined the distribution of other enhancers at these loci. 

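Of 15 HIF-regulated glycolytic genes, 5 lie on a chromosome with only 1 viewpoint, and these were matched to it by chromosome alone. The viewpoint on chromosome 21, matched to PFKL, had 24 called bins in the MCF-7 list, at 7.97 to 174 kb, 18 of them to the left. A run of 10 of these bins extended from 45551836 to 45571836. The viewpoint on the X chromosome, matched to PGK1, had 7 called bins at 6.67 to 85.3 kb. On chromosome 15, the viewpoint matched to PKM also had 7, at 6.25 to 36.2 kb. On chromosome 19, matched to GPI, 11 called bins formed a single run from 34861950 to 34885950, up to 28.5 kb away. On chromosome 17, matched to ALDOC, the only called bin lay 6.69 kb from the viewpoint. The list does not say which bins hold enhancers. The other 10 genes were not assigned to a viewpoint, since no hg19 annotation was used.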

Despite the promoter‐proximal nature of HIF binding, Capture‐C, using the promoters of these genes as “viewpoint” sites, identified frequent interactions with more distant enhancers (Fig EV2D), indicating that the pattern of HIF binding observed does not merely reflect short‐range interactions at these loci.

### HIF‐binding sites are precomplexed with interacting elements before HIF binds

There are reports that certain inducible transcription factors bind to preexisting chromatin complexes 26, 27, 28, 29, while others induce new patterns of interaction 30, 31, 32, 33. However, there have been very few studies that examine the question at high resolution and at scale. Since HIF‐bound enhancers and HIF‐regulated promoters bear active histone modifications prior to HIF stabilization, we next wished to determine whether and to what extent *cis‐*interactions between these sites were pre‐established or to what extent they were induced by HIF binding. We therefore performed Capture‐C on MCF‐7 cells, incubated in normoxia or hypoxia using the same capture probes to HIF‐binding sites as above. The interaction frequencies in hypoxia correlated strongly with those in normoxia (Fig 3A and B). Only about 3% of *cis‐*interactions were significantly altered in frequency following stabilization of HIF, and the magnitude of these changes was small (1.4‐ to 1.9‐fold). Thus, induction of HIF does not greatly affect the pattern or strength of chromatin–chromatin interactions from HIF‐bound sequences. To further assess the effect of HIF activation on chromatin structure, we also used ChIP‐seq to examine binding of CTCF, a protein that has been shown to coordinate chromatin architecture 34. Consistent with our Capture‐C analysis, CTCF binding flanking HIF‐binding sites was not significantly altered by hypoxia (Fig 3C).

**Figure 3:**
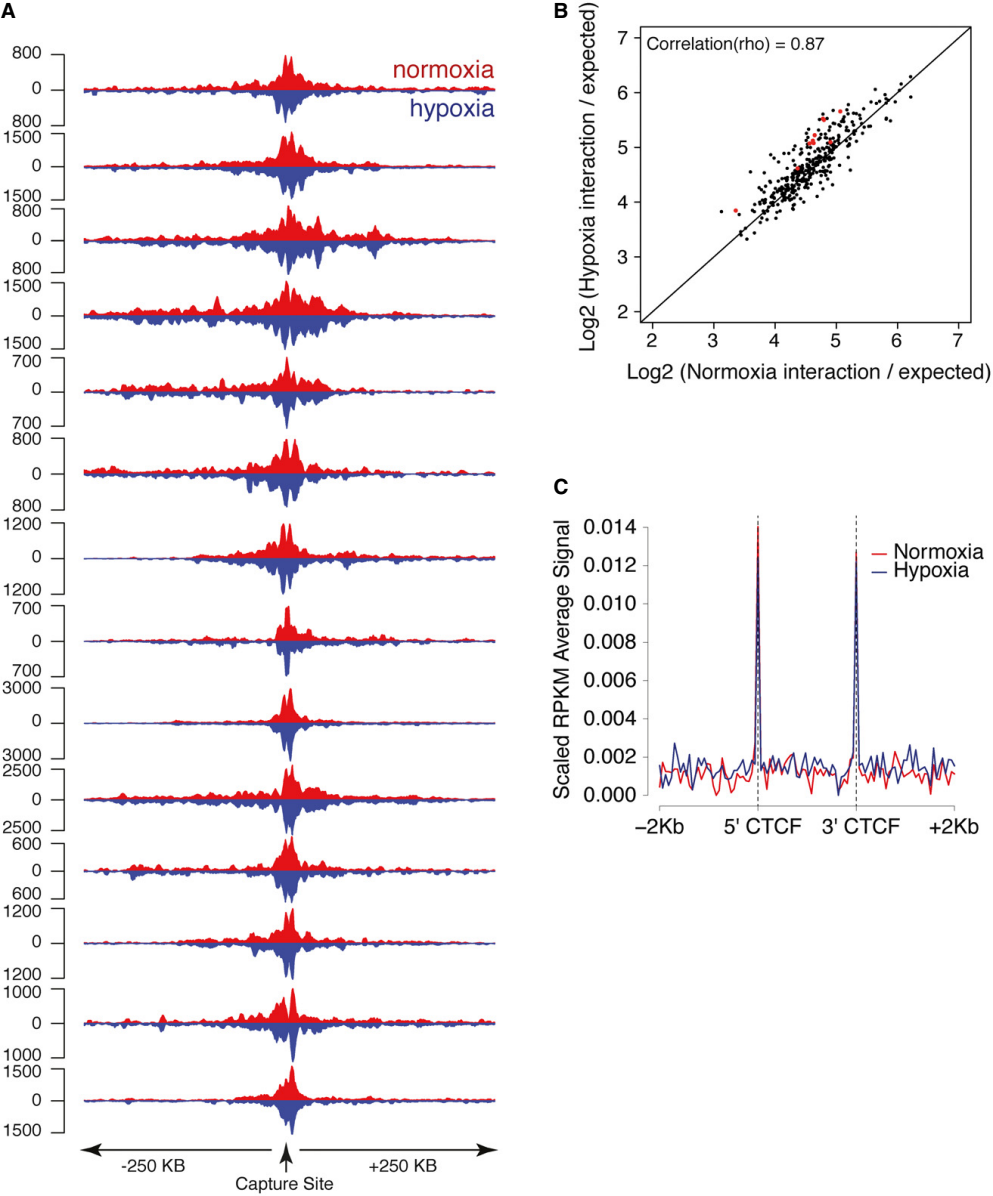
Chromatin interactions with HIF‐binding sites are pre‐established in normoxia Capture‐C tracks (averaged across the two replicates) from normoxic (red) and hypoxic (inverted in blue) MCF‐7 cells are shown for each HIF‐binding site captured.The interaction frequency (normalized to the number of informative reads in each dataset and to the expected distribution of counts at a given distance from the capture site) in hypoxia (vertical axis) was plotted against that in normoxia (horizontal axis) for each site that interacted significantly with a HIF‐binding site in either normoxia or hypoxia or both. Highlighted in red are sites that had a significantly different interaction frequency in either condition.CTCF ChIP‐seq peaks immediately flanking the captured HIF‐binding sites were identified, and the average normalized CTCF ChIP‐seq signal (RPKM) was plotted for normoxic (red) and hypoxic (blue) MCF‐7 cells.

To extend these observations, we next examined *cis‐*interactions from HIF‐binding sites in the renal cancer cell line 786‐O. This cell line lacks functional pVHL, which is a common and early event, critical to the development of kidney cancer, and leads to long‐term constitutive activation of HIF. To study the effect of short‐term hypoxia in this context, wild‐type VHL was stably re‐introduced (786‐O+VHL) and cells were studied in both normoxia and hypoxia. 

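786-O cells, which lack functional pVHL, gave 2 libraries, both from normoxic cultures. 786-O cells with wild-type VHL re-introduced (786-O+VHL) gave 1 normoxic and 1 hypoxic library, without replicates. The hypoxic culture was kept at the same oxygen level and for the same time as the MCF-7 cultures, and reads were processed by the authors in the same way. The deposited 786-O list has 573 lines from 43 viewpoints, all on the grid of their viewpoint. The 786-O+VHL list has 484 lines and does not mark the oxygen level. Of these, 450 are on the grid of their viewpoint. In 30 lines on chromosome 16 the position of the viewpoint repeats that of the bin, and in 4 on chromosome 12 the bin lies off the grid. Apart from those on chromosome 16, the lines name 30 viewpoints. As for MCF-7, neither list gives frequencies, depth or the library behind a call. At the viewpoint on chromosome 14 from 54404062 to 54405378, the 786-O and 786-O+VHL lists hold the same 35 bins. Calls were compared between lists at shared viewpoints after a difference of 1 bp in the start positions was removed.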

Again, we found chromatin interactions to be largely pre‐established before hypoxic stabilization of HIF (Fig EV4). Finally, we examined whether long‐term HIF stabilization resulting from VHL inactivation might alter *cis‐*interactions with these HIF‐binding sites by comparing Capture‐C signals in VHL‐reconstituted (786‐O+VHL) and defective (786‐O‐VHL) 786‐O cells (Appendix Fig S4). For the large part, interaction frequencies were comparable in VHL‐reconstituted and VHL‐deficient cells, with the exception of reduced interaction with the promoter of TSC22D2 in VHL‐reconstituted cells versus VHL‐defective cells, which correlates with a lack of hypoxic inducibility of this VHL‐regulated gene in these cells 35, 36. Thus, neither short‐term activation of HIF by hypoxia, nor its long‐term stabilization by VHL inactivation greatly alters chromatin interactions with HIF‐binding sites.

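Both lists held 30 viewpoints in common. Of the 423 bins called in VHL-defective 786-O cells at these viewpoints, 234 were also called in 786-O+VHL cells (55.3%, exact 95% binomial interval 50.4% to 60.1%). In the other direction, 234 of 454 bins were shared (51.5%, interval 46.8% to 56.2%). When the bins of the second list were placed at distances drawn from that list on a random side of the viewpoint, 8.47% of the 786-O bins were shared on average (one-sided permutation p = 0.0001, the smallest that 10000 draws can give). With whole sets of bins exchanged between viewpoints, which keeps them clustered, 7.19% were shared on average, with the same p. Of the shared bins, 35 come from the viewpoint on chromosome 14 with identical bins in both lists. There the 786-O+VHL list carries the start positions of the 786-O list, as in none of its other lines on the grid. These 35 lines may therefore have been copied. Without this viewpoint, 199 of 388 bins were shared (51.3%). The 786-O+VHL list does not separate normoxic from hypoxic cells. Differences in interaction frequency at shared bins could not be measured. Nor is it known what share repeat lists of the same cells would have in common. The only viewpoint on chromosome 3, from 150063120 to 150063407, was matched to TSC22D2 by its chromosome alone. It had 2 called bins in 786-O cells. The bin 107 kb to the left was also called in 786-O+VHL cells, within a run of 8. The bin from 150127119 to 150129119, 64.9 kb to the right, had no counterpart among the 15 bins called there in 786-O+VHL cells. The position of the TSC22D2 promoter in hg19 is not in the files. From comparable interaction frequencies in both cell states, the paper concludes that VHL inactivation does little to alter these interactions.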

**Figure EV4:**
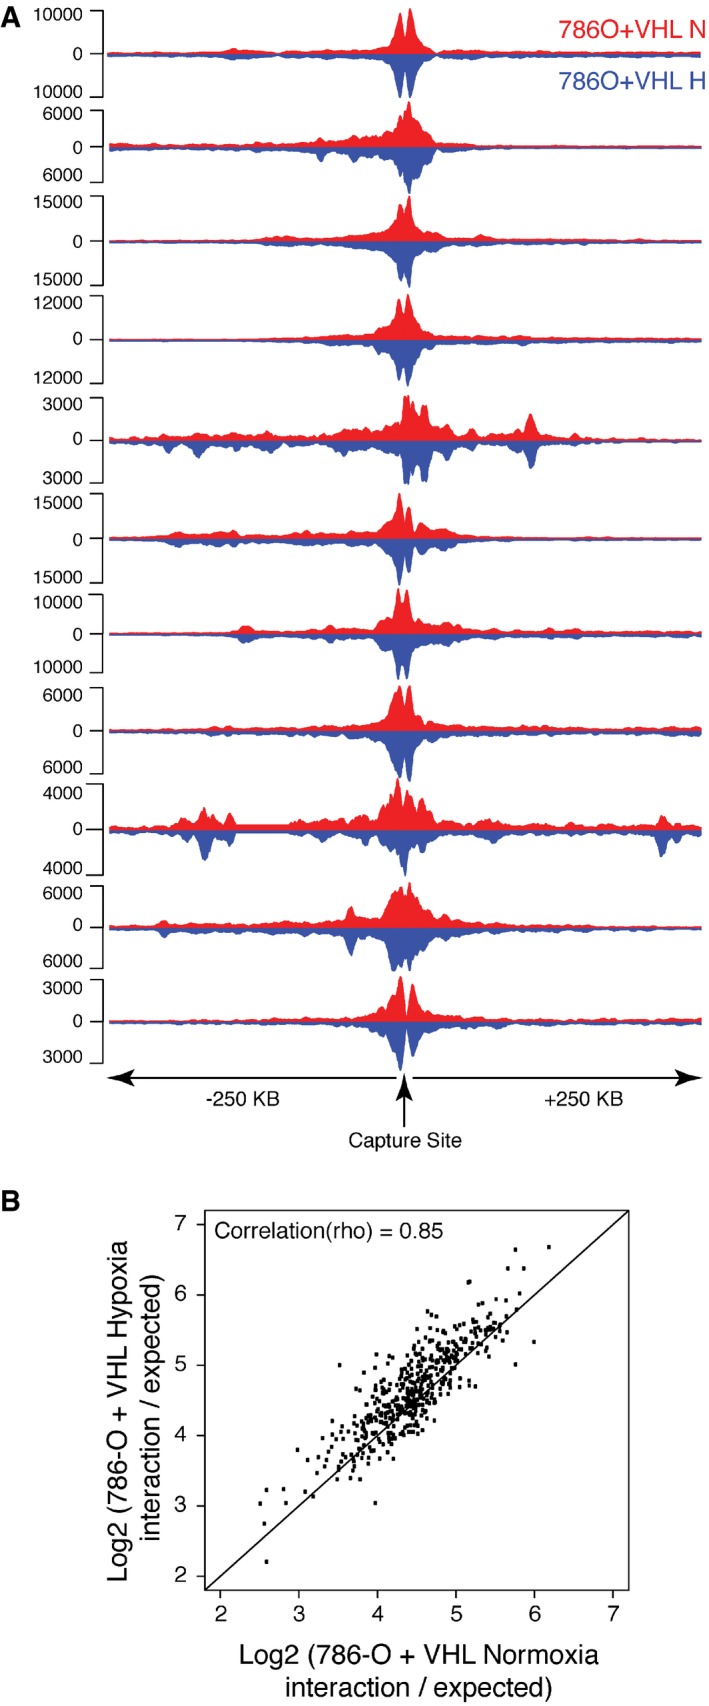
Chromatin looping is pre‐established in normoxia in 786‐O cells reconstituted with wtVHL Capture‐C tracks from normoxic (red) and hypoxic (inverted in blue) 786‐O cells reconstituted with wtVHL are shown for each HIF‐binding site captured.For each site that looped to a HIF‐binding site, the normalized interaction frequency in hypoxia (vertical axis) was plotted against that in normoxia (horizontal axis).

Despite the potential for both HIF and hypoxia to modify chromatin through multiple interactions with histone and chromatin‐modifying proteins 10, 11, 12, neither short‐term activation by hypoxia nor long‐term activation in VHL‐defective cells appears to substantially alter patterns of chromatin conformation local to HIF‐binding sites, at least as identified in these assays and in these cancer cell lines. Taken together, this reveals a model of induction of the HIF pathway in which the chromatin structure between HIF‐binding sites and HIF‐activated promoters is present prior to HIF induction, distant active enhancer elements being precomplexed with target promoters that are themselves preloaded with paused RNApol2. The processes defining the chromatin structure in normoxic cells are unclear, but likely include DNA binding and structural proteins, including the cohesin complex, that are involved in the establishment and maintenance of the chromatin landscape within which HIF operates and which are thus important in determining the shape of the hypoxia response.

### Cell‐type‐dependent patterns of chromatin interaction with HIF‐binding sites

Both the binding of HIF and its transcriptional targets vary considerably between cell types 37. We therefore examined the extent to which these cell‐type differences are reflected by differences in chromatin interactions by comparing Capture‐C signals in hypoxic MCF‐7 cells and in the VHL‐defective 786‐O cell line, in which HIF is constitutively stable (Fig 4A). This analysis showed that approximately 20% of *cis‐*interacting sites differed significantly between the two cell types (1.2‐ to 6.0‐fold), although many other *cis‐*interactions were preserved. This result is in contradistinction to the roughly 3% of *cis‐*interacting sites that differed between normoxia and hypoxia in MCF‐7 cells (Figs 3B and 4B).

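The lists of called bins of MCF-7 and VHL-defective 786-O cells had 42 viewpoints in common. Of 414 bins called in MCF-7 cells, 171 were also called in 786-O cells (41.3%, exact 95% binomial interval 36.5% to 46.2%). Of 561 bins called in 786-O cells at these viewpoints, 171 were also called in MCF-7 cells (30.5%, interval 26.7% to 34.5%). With bins of the second list placed at distances drawn from that list on a random side of the viewpoint, 5.81% and 4.01% were shared on average. With whole sets of bins exchanged between viewpoints, which keeps them clustered, 6.22% and 4.58% were shared on average. Both observed shares had a one-sided permutation p of 0.0001 under either placement, the smallest that 10000 draws can give. Among bins on the grid of their viewpoint, 31 of 41 viewpoints had at least 1 bin in both lists and 10 had none. The MCF-7 list does not mark oxygen levels, so these values could not be restricted to hypoxic MCF-7 cells. The 414 MCF-7 bins include 52 off the grid of their listed viewpoint, none of them shared. Without lines off the grid, 171 of 362 MCF-7 bins were shared (47.2%), above the interval given. In the other direction, 171 of 537 786-O bins were then shared (31.8%). With lines off the grid assigned to the viewpoint they fit, 212 of 413 MCF-7 bins were shared (51.3%), a gain of 41 bins. Of these, 34 belong to the viewpoint on chromosome 14 whose 35 bins in 786-O recur identically in these MCF-7 lines and in 786-O+VHL. Whether the frequency at a bin differed between the cell lines cannot be tested from the lists. The share that repeat lists of the same cells would have in common is unknown, so an unshared bin does not measure a difference between cell types. From its own test of interaction frequencies, the paper concludes that part of the interactions differ between the cell types and that many others are preserved.

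**Figure D4:**
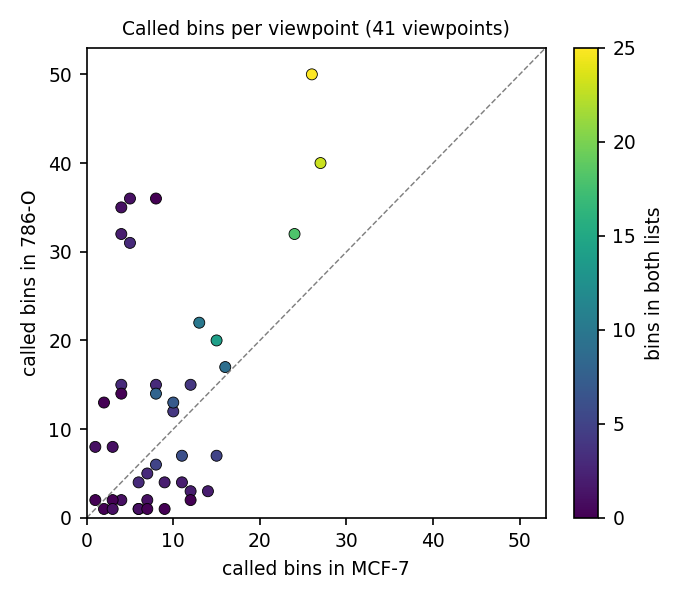
Called 2-kb bins per viewpoint in MCF-7 (horizontal axis) and in 786-O (vertical axis) for 41 viewpoints, each point a viewpoint, with bins on the grid of their viewpoint only. The colour gives the number of bins in both lists and the dashed line marks equal numbers, and points in the darkest colours share few or no bins.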

**Figure 4:**
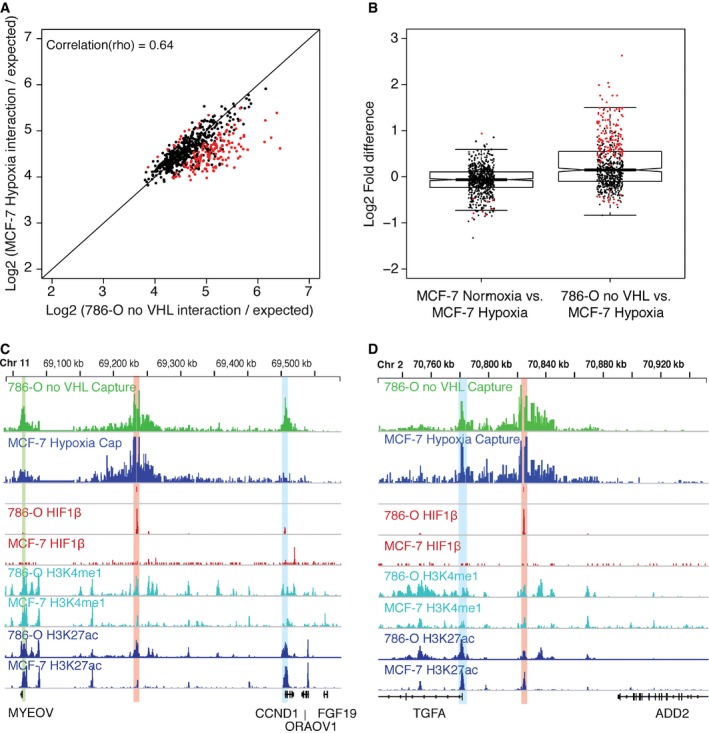
Cell‐type specificity of chromatin interactions The normalized interaction frequency (as above) in MCF‐7 cells cultured in hypoxia (vertical axis) was plotted against that in VHL‐defective 786‐O cells in normoxia (horizontal axis) for each site that interacted significantly with a HIF‐binding site in either cell line or both. Highlighted in red are sites that had a significantly different interaction frequency in either cell type.Box and whisker plot showing the log2 (fold difference) between MCF‐7 cells in normoxia and hypoxia (left) and VHL‐defective 786‐O cells in normoxia and MCF‐7 cells in hypoxia (right) from Figure 3B and panel (A), respectively. Highlighted in red are sites that had a significantly different interaction frequency in either condition/cell type. Thick horizontal line denotes median. Boxes denote interquartile range and whiskers and thin bars denote 95% range.Capture‐C (MCF‐7 hypoxia: blue; 786‐O: green) at the CCND1 locus from an enhancer (red highlight) bound by HIF almost exclusively in VHL‐defective 786‐O and showing cell‐specific *cis‐*interactions, blue highlighted region indicates region of interaction at the TSS of CCND1, and green highlighted region indicates region of interaction at an enhancer 3′ to the MYEOV gene.Capture‐C (MCF‐7 hypoxia: blue; 786‐O: green) at the TGFA locus from an enhancer bound by HIF exclusively in VHL‐defective 786‐O cells but showing constitutive interaction. Blue highlighted region indicates interaction with the TSS of TGFA. Green highlighted region indicates interaction with an enhancer immediately 3′ to MYEOV.

Sites that bound HIF in both cell lines interacted with the same promoter in each cell type, suggesting that the transcriptional target of a specific binding site may be independent of cell type. Conversely, sites that bound HIF in one cell line, but not the other (Appendix Table S1), showed a more heterogeneous picture of *cis‐*interactions (Fig EV5). In particular, significantly reduced association with the target promoter was observed, at three loci, in the cell type, which did not bind HIF at the “viewpoint” enhancer locus (versus that in the HIF‐binding cell type; Fig 4C). However, at the remaining sites, *cis‐*interaction with the target promoter was clearly preserved in the cell type that lacked HIF binding (Fig 4D). These findings support a model in which preexisting HIF‐independent patterns of chromatin interaction define potential HIF targets, but also identify a second mechanism of selectivity, whereby additional factors contribute to cell‐type‐specific HIF binding at common preformed active chromatin complexes. 

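The enhancer viewpoint near CCND1 lies on chromosome 11 of hg19 from 69234614 to 69234815. It had 5 called bins in the MCF-7 list and 31 in the 786-O list. At the CCND1 promoter as placed here, 6 bins were called in 786-O cells between 69450613 and 69464613, 217 to 229 kb to the right of the viewpoint, and none in MCF-7 cells. At the enhancer 3′ to MYEOV, 3 bins were called in MCF-7 cells, from 69066613 to 69072613, and 6 in 786-O cells, from 69062613 to 69074613. These places were read from the shaded regions of Fig 4C. The labels of its axis do not sit on its ticks, so the red region was set on the viewpoint and each tick taken as 50 kb, an assumption settled after the lists had been seen. Read by the labels, CCND1 would lie 259 kb to the right and the enhancer also farther to the left than placed here, and neither list has a called bin at either place. CHD6, SLC38A1 and again CCND1 were read from the boxes of Fig EV5 with a tolerance of 6 kb. Each panel was assumed to span 250 kb on either side, which was also settled after the lists had been seen. Read in this way, CCND1 had 5 called bins in 786-O cells, from 69450613 to 69460613, and 0 in MCF-7 cells. The only viewpoint on chromosome 20, from 40292823 to 40293501, was matched to CHD6. It had 2 called bins at the box in MCF-7 cells, from 40246822 to 40250822, and none in 786-O cells, where it had 1 called bin in all. The chromosome of SLC38A1 carries 5 viewpoints, and those with called bins at the distance of its box differ in their pattern, so no value is given for it. An absent call at CCND1 or CHD6 does not measure the difference in frequency.

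**Figure D5:**
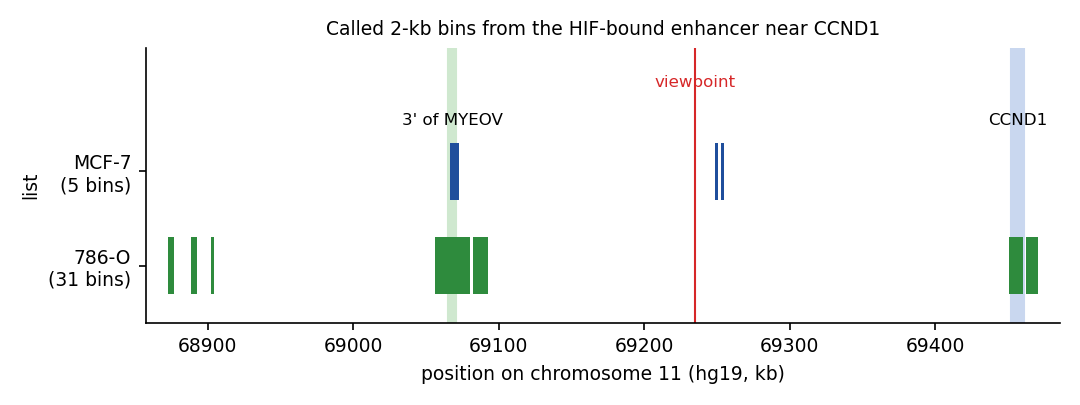
Called 2-kb bins in MCF-7 (blue boxes) and 786-O (green boxes) along chromosome 11 in kb, with the viewpoint in red, the CCND1 promoter in light blue and the enhancer 3′ to MYEOV in light green, as read from Fig 4C. At CCND1, bins appear in 786-O and not in MCF-7.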

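The enhancer viewpoint near TGFA lies on chromosome 2 of hg19 from 70823890 to 70824097. In 786-O cells, 4 of its 12 called bins lay at the TGFA promoter as shaded in Fig 4D, from 70777889 to 70785889, 39.1 to 45.1 kb to the left of the viewpoint. The MCF-7 list has no line under this viewpoint. It has 17 lines under another viewpoint on chromosome 2, from 173420581 to 173420782, whose bins lie on the grid of the TGFA viewpoint and within 295 kb of it. Of these 17 bins, 2 lay at the TGFA promoter, from 70779889 to 70783889, which is within the bins called in 786-O cells. The 17 bins lie 102.6 to 102.9 Mb from the listed viewpoint and none is on its grid, which argues against that viewpoint. The 2 bins count as MCF-7 calls at TGFA only if the listed viewpoint is wrong. From target promoters still in contact where HIF does not bind, the paper proposes that patterns of interaction that do not depend on HIF define its potential targets.

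**Figure D6:**
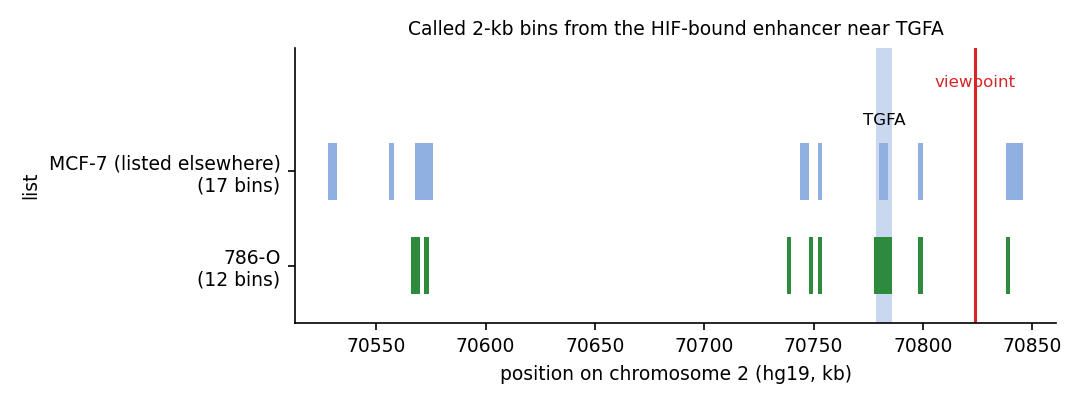
Called 2-kb bins along chromosome 2 in kb, with the viewpoint in red and the TGFA promoter as shaded in Fig 4D in light blue. Green boxes are bins in 786-O, and pale blue boxes are the 17 MCF-7 bins listed under another viewpoint, 2 of which fall on TGFA.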

The marked renal tissue specificity of pVHL‐associated cancer 38 has focused attention on specific components of the HIF pathway that might be oncogenic in this context. Interestingly, two genes that have been defined as contributors to VHL‐associated oncogenesis, CCND1 39, 40 and TGFA 39, 41, are representative of each group: CCND1 among those manifesting cell‐specific chromatin conformation (Fig 4C), and TGFA among those showing cell‐specific HIF binding despite similar patterns of interaction (Fig 4D). Further work aimed at defining the mechanisms underlying these differences will be of interest.

**Figure EV5:**
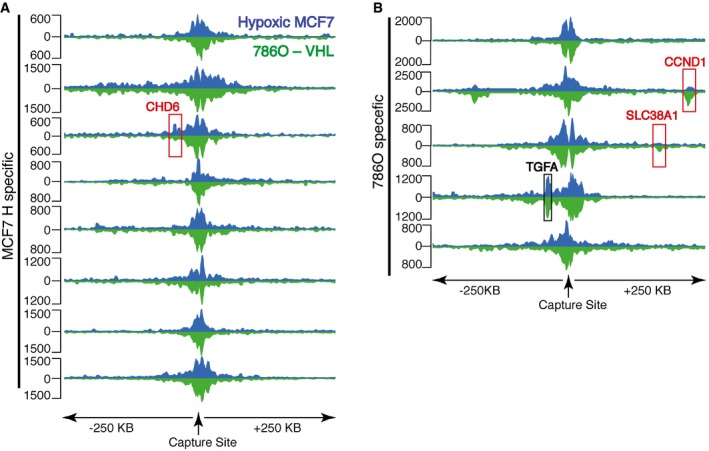
Patterns of chromatin interaction from cell‐specific HIF‐binding sites A, BCapture‐C tracks (averaged across the two replicates) from hypoxic MCF‐7 cells (blue) and VHL‐defective 786‐O cells (inverted in green) are shown for each HIF‐binding site that was bound exclusively in one cell line or the other. Three promoters showing significantly different interaction with the HIF‐binding site are highlighted in red, otherwise association is largely conserved between the two cell types. One promoter showing similar interaction frequency despite differential HIF binding is highlighted in black.

In summary, the present work has revealed complex patterns of preexisting chromatin interaction between multiple HIF‐binding enhancers and promoters that shape the transcriptional architecture of the HIF response. This supports a model in which binding of HIF to primed functional chromatin complexes may enable rapid activation of the HIF transcriptional program. Since HIF activates gene expression through release of promoter‐proximal paused RNA polymerase 2 4, 6, this may be a strategy specific to this type of gene regulation, rather than a general mechanism for enhancer‐induced transcriptional activation. It also distinguishes at least two other mechanisms that operate on top of these frameworks to define selective patterns of gene activation: cell‐type‐specific HIF binding to these preformed complexes and isoform‐specific activity of the bound HIF.

## Materials and Methods

### Cell culture

MCF‐7 and 786‐O cells were cultured in Dulbecco's modified Eagle's medium (DMEM) supplemented with 10% fetal bovine serum, 2 mM L‐glutamine, 100 U/ml penicillin, and 100 μg/ml streptomycin. For hypoxia treatment, cells were incubated for 16 h in an In Vivo2 Hypoxia Work station (Ruskinn Technology) at 0.5% oxygen.

### ChIP‐seq

Chromatin immunoprecipitation was performed as previously described 7 using antibodies against HIF‐1 (PM14), HIF‐2 (PM9) 42, 43, HIF‐1 (Novus NB‐100‐110), H3K4me1 (Millipore, #07‐436), H3K4me3 (#9751, Cell Signaling Technology), H3K27ac (#ab4729, Abcam), CTCF (#07‐729, Millipore), and RNApol2 (#sc‐899, Santa Cruz Biotechnology). Each ChIP was performed in duplicate. Libraries were prepared using PrepX Complete ILMN DNA library kit (#400076, Wafergen).

### Capture‐C

Capture‐C libraries were prepared as previously described 16. Cells were fixed with 2% (vol/vol) formaldehyde for 10 min, quenched with 125 mM glycine in PBS, and then lysed in cold lysis buffer (10 mM Tris–HCl, pH 8, 10 mM NaCl, 0.2% IGEPAL, 1× complete protease inhibitor cocktail (Roche). Chromatin was digested with DpnII (New England Biolabs) at 37°C overnight. Fragments were then diluted and ligated with T4 DNA ligase (Thermo Scientific) at 16°C overnight. Cross‐linking was reversed by overnight incubation at 60°C with proteinase K (Bioline). The 3C libraries were then purified by phenol–chloroform and chloroform extraction followed by precipitation in ethanol at −80°C overnight. Digestion efficiency was determined by qPCR and gel electrophoresis. Sequencing libraries were prepared from 5 μg of each 3C library by sonication using a S220 focused ultrasonicator (Covaris) to a average size of 200 bp and indexed using NEBnext reagents (New England Biolabs) according to the manufacturer's protocol. Enrichment of 1–2 μg of an indexed library incubated with 13 pmol of a pool of biotinylated oligonucleotides (Integrated DNA Technologies or Sigma‐Aldrich; Appendix Table S1) was performed using the SeqCap EZ system (#06953212001, Roche/NimbleGen) following the manufacturer's instructions. Two rounds of capture employing 48–72 and 24 h hybridizations, respectively, were used. Capture enrichment was determined by qPCR. Correct library size was confirmed using a Bioanalyzer DNA 1000 or Tapestation D1000 kit (Agilent), and DNA concentrations were determined using a Qubit 2.0 Fluorometer (Thermo Fisher Scientific).

### High‐throughput sequencing

All sequencing was performed on the HiSeq 2500 or HiSeq 4000 platforms using paired‐end 50‐ or 75‐bp protocols (Illumina).

### Accession codes

Capture‐C data from this study are available from Gene Expression Omnibus at GSE78100 and ChIP‐seq are available at GSE28352 (HIF‐1α, HIF‐2α, and HIF‐1β ChIP‐seq in MCF‐7 cells), GSE32970 (ENCODE DNase‐seq in MCF‐7 cells), GSE67237 (HIF‐2a and HIF‐1b ChIP‐seq in 786‐O cells), GSM1011120 (FAIRE‐seq in 786‐O cells), and from EMBL‐EBI Array Express at E‐MTAB‐1994 and E‐MTAB‐1995 (RNApol2 and H3K4me3 ChIP‐seq and RNA‐seq in MCF‐7 cells) and GSE78113 (other histone modifications and CTCF ChIP‐seq).

### ChIP‐seq analysis

ChIP‐seq data were processed as previously described 36; peaks were called using MACS 44 and TPIC 45. ChIP reads were counted under peaks and were normalized to the total library size and the width of the peak using RPKM 36.

### Capture‐C analysis

Reads were processed, *in silico* digested, and aligned to the human genome using Bowtie 1.0.0 (http://bowtie-bio.sourceforge.net/index.shtml). Interaction frequencies were determined using CCanalyser2.pl (https://github.com/telenius/captureC/releases) as previously described 16 (Appendix Table S2). The presence of undigested self‐circles was examined using the method of Jin *et al* 26. Only small undigested self‐circles of < 2 kb were detected, likely reflecting the higher cutting frequency of DpnII. Beyond this distance, the ratios of outward/same‐strand and inward/same‐strand reads were both 0.5, consistent with efficient cutting and re‐ligation of DpnII fragments (Appendix Fig S5).

### Identifying significant interaction regions

#### Normalization of observed counts

To identify regions of significant interaction with the capture probe, we followed an approach similar to that used previously 26.

Firstly, the observed interaction count *Y*_*x*,*j*_ between a DpnII fragment *x* and a specific capture probe *j* was normalized to the total captured interactions for the capture probe *Y*_*j*_ and to the size of the DpnII fragment *W*_*x*_.

$${\overset{¯}{Y}}_{x,j}=\frac{Y_{x,j}}{Y_{j}W_{x}}NF$$

where ${\overset{¯}{Y}}_{x,j}$ is the normalized count, and *NF* is a numerical normalization factor, 10^8^, to adjust the counts to a similar mean before normalization.

#### Empirical estimation of random background interaction counts

The random interaction rate between the capture fragment and nearby chromatin is expected to decrease exponentially with distance. Accordingly, we used the normalized interaction counts across all experiments to empirically estimate the expected background distribution of interaction counts at a given distance.

The region surrounding each bait site, *j* was divided into 2‐kb bins and the normalized count for each 2‐kb bin estimated by summing the counts for each DpnII fragment, *x* within bin *i*.

$${\overset{¯}{Y}}_{i,j}=\sum_{x=1}^{N}{\overset{¯}{Y}}_{x,i,j}$$

where *N* is the number of DpnII fragments within each 2‐kb bin *i*.

The expected interaction frequency at bin *i* is then given by the interaction counts in bin *i* averaged across all the probes *j* for every experiment in that cell type (Appendix Fig S6A):

$$E\left[{\overset{¯}{Y}}_{i}\right]=\frac{\sum_{j}{\overset{¯}{Y}}_{i,j}}{N_{j}}$$

where *N*_*j*_ is the number of bait sites.

However, background counts may vary from experiment to experiment, so the average interaction counts for a given cell type were then corrected using a scalar correction factor *C*_*e*_ derived for each experiment, *e*:

$$E\left[{\overset{¯}{Y}}_{i,e}\right]=E{\left[{\overset{¯}{Y}}_{i}\right]}_{*}C_{e}$$

using a method similar to that used in DESeq 46, where:

$$C_{e}=\text{median}\left(\frac{G{\overset{¯}{Y}}_{e,i}}{E[{\overset{¯}{Y}}_{i}]}\right)$$

and where $G{\overset{¯}{Y}}_{e,i}$ is the geometric mean of all the interaction counts across all the probes *j* for experiment *e*:

$$G{\overset{¯}{Y}}_{e,i}={\left(\prod_{j=1}^{N_{j}}{\overset{¯}{Y}}_{e,i,j}\right)}^{1/N_{j}}$$

Similarly, a normalization factor, *C*_*j*_, for each capture probe was calculated to normalize the capture probe efficiency:

$$C_{j}=\text{median}\left(\frac{G{\overset{¯}{Y}}_{e,j}}{G{\overset{¯}{Y}}_{e}}\right)$$

where $G{\overset{¯}{Y}}_{e,j}$ is the geometric mean of the probe across all experiments for the same cell line, averaging over all the bins:

$$G{\overset{¯}{Y}}_{e,j}={\left(\prod_{j=1}^{N_{i}}{\overset{¯}{Y}}_{e,i,j}\right)}^{1/N_{i}}$$

and $G{\overset{¯}{Y}}_{e}$ is the geometric mean of all the interaction counts across all the experiments in the same cell line:

$$G{\overset{¯}{Y}}_{e}={\left(\prod_{j=1}^{N_{i}N_{j}}{\overset{¯}{Y}}_{e,i,j}\right)}^{1/({N_{i}}_{*}N_{j})}$$

#### Log–log model of interaction counts

To model the interaction count at a given distance from the capture site, we then fitted a log–log power law for the relationship between the expected interaction count $E[{\overset{¯}{Y}}_{i}]$ in bin *i* and its distance from the center 26 (Appendix Fig S6B) in a certain cell line. We then regressed $E[{\overset{¯}{Y}}_{i}]$ against the distance and defined *μ*_*i*_ as the randomly expected interaction count at distance *d*_*i*_ as follows:

$$\mu_{i}=\frac{e^{k}-1}{{d_{i}}^{\delta }}$$

where *e* ^*k*^ − 1 is the expected signal closest to the capture site (i.e., at bin 1) or the intercept, and *δ* is the exponential decay parameter for the interaction signal. Using this model, *δ* was then calculated, for every cell line used, using the maximum likelihood estimate.

The distribution of interaction counts, $E[{\overset{¯}{Y}}_{i}]$, at bin *i* for any capture probe has been shown to follow a negative binomial distribution, which allows for fitting an extra parameter *β*_*i*_ for the mean–variance relationship:

$$E\left[{\overset{¯}{Y}}_{i}\right]∼NB\left(r_{i}=\frac{\mu_{i}}{1-\beta_{i}},P_{i,j}=\frac{\beta_{i}-1}{\beta_{i}}\right)$$

$$var\left(E[{\overset{¯}{Y}}_{i}]\right)=\beta_{i}\mu_{i}$$

*β*_*i*_ was previously observed, to be fixed 26; however, we found that this parameter is a linear function of the mean counts (Appendix Fig S6C) 47:

$$\beta_{i}=\alpha \mu_{i}+k$$

Accordingly, we used generalized linear modeling to empirically estimate the maximum likelihood parameters for *α* and *k*. This identified the expected distribution of counts at a given distance from the capture site as shown in Appendix Fig S6D.

#### Calculation of interaction significance

Having built a model of the null hypothesis distribution at every bin *i,* we then used the observed interaction counts to test its significance.

We first segmented the interaction space around the capture probe, into overlapping windows of width 2 kb at an equally spaced distance of 200 bp. We then calculated the interaction counts ${\overset{¯}{Y}}_{i,j}$ as shown before. Finally, we normalized the interaction counts for every probe to a similar mean, to avoid any false positives:

$${\overset{¯}{X}}_{i,j}=\frac{{\overset{¯}{Y}}_{i,j}}{C_{j}}$$

We then used the model built before to build the null hypothesis model at the observed distance of the window, to estimate the *P*‐value. *P*‐values were calculated using the cumulative distribution function (CDF) for the expected negative binomial distribution:

$$\rho \left({\overset{¯}{X}}_{i,j}\right)=1-\sum_{\forall Y\leq X}P\left({\overset{¯}{X}}_{i,j}|NB\left(\mu_{i},\beta_{i}\right)\right)$$

#### False discovery rate (FDR) correction

False discovery correction assumes an equal probability of significance across all the tests being conducted. However, within the same capture probe, this is a false assumption, since it is harder to call significance closer to the capture site, and at extreme distances and the distribution of *P*‐values at different bins will therefore differ. Accordingly, stratified FDR correction 48, correcting at every bin across all the probes being captured, was used. This is justified, since all the probes are captured in one experiment.

#### GC content and mappability

The effect of potential confounders, including GC content and mappability, was determined using previously described methods 26. The GC content and mappability of statistically significant *cis‐*interaction regions was comparable to that of control, non‐*cis‐*interacting, regulatory regions within 500 kb of bait sites (Appendix Fig S7).

#### Differential significance between conditions

To perform differential analysis, we constructed a union of the significantly interacting regions across the two conditions (i.e., normoxia and hypoxia in MCF‐7). We used any significant region that was called significant in any replicate. We then used an approach similar to that of DESeq 46.

Essentially, we used the likelihood ratio test (LRT) to examine the null hypothesis that the interaction frequencies at each site were similar across the two conditions. Specifically, a generalized linear model (GLM) with a negative binomial response was applied under the null hypothesis and compared to an unrestricted negative binomial GLM. The chi‐squared test with 1 degree of freedom was then used to find the significance of each interaction, and *P*‐values were adjusted for false discovery rate (FDR).

To test across different cell lines, we normalized the cell line mean interaction frequency. Accordingly, we used a similar normalization approach to the above: we calculated a correction factor for the interaction counts that would ensure that the median interaction counts across the cell lines being tested were similar:

$$C_{cl}=\text{median}\left(\frac{G{\overset{¯}{Y}}_{cl,j}}{G{\overset{¯}{Y}}_{j}}\right)$$

where *GY*_*cl*,*j*_ is the geometric mean across probe *j* in one cell line, and *GY*_*j*_ is the geometric mean across probe *j* for all the cell lines. *C*_*cl*_ is then the median of this normalization factor for the cell line *cl*. The interaction counts for each cell line are then obtained using:

$${\bar{XC}}_{i,j}=\frac{{\overset{¯}{X}}_{i,j}}{C_{cl}}$$

## Author contributions

JLP, RS, JRH, PJR, and DRM designed the experiments. JLP, JS, and HC performed the experiments. JLP, RS, JRH, JOJD, and DRM performed data analysis. JLP, PJR, and DRM wrote the manuscript.

## Conflict of interest

PJR is a scientific co‐founder and holds equity in ReOx Ltd., a university spin‐out company that seeks to develop inhibitors of the HIF hydroxylases.

## Supporting information

Appendix

Expanded View Figures PDF

Table EV1

Table EV2

Review Process File

# Supplementary material for: Capture‐C reveals preformed chromatin interactions between HIF‐binding sites and distant promoters
**Source:** EMBO Rep. 2016 Aug 9;17(10):1410–21. doi: 10.15252/embr.201642198
**Supplement:** Supplementary file 3 — Table EV1

## Table EV1: Effect of HIF siRNA on promoter bound gene expression

| **gene id** | **Control** | **HIF1 siRNA** | **HIF2 siRNA** | **HIF1and2 siRNA** |
| --- | --- | --- | --- | --- |
| ANKRD37 | 622.0614728 | 106.6734666 | 534.9113947 | 146.5600089 |
| BHLHE40 | 23317.94678 | 19316.49841 | 20930.36082 | 12180.85574 |
| C3orf14 | 6507.974099 | 5908.281034 | 6260.585681 | 5420.624739 |
| C8orf58 | 1334.404434 | 490.1090443 | 1379.094824 | 468.4838265 |
| CITED2 | 10703.86131 | 6690.56004 | 7284.658974 | 2683.358789 |
| CRKL | 11134.34987 | 7653.875414 | 11559.56903 | 7160.961851 |
| ENO1 | 130159.482 | 51119.31823 | 107892.0716 | 44502.80156 |
| FAM129B | 14736.80144 | 11298.65914 | 12309.67617 | 7756.832836 |
| FAM162A | 24137.08614 | 3028.767905 | 15857.3255 | 3517.581238 |
| FEM1C | 2959.471219 | 1703.277037 | 2930.785071 | 1494.160098 |
| GAPDH | 594745.8177 | 211899.6174 | 498283.8184 | 185284.088 |
| GBE1 | 15054.98864 | 3567.701869 | 9748.410564 | 2299.764611 |
| GLTSCR2 | 7496.666493 | 6969.55615 | 7999.283958 | 5288.784019 |
| GPI | 84013.53063 | 29552.28044 | 65345.39687 | 29993.97017 |
| GTF2IRD2B | 15.4139126 | 9.786773408 | 21.72836571 | 15.90448393 |
| HILPDA | 13220.73304 | 3390.118818 | 7313.636304 | 2272.988399 |
| KLF10 | 10150.06145 | 11673.40831 | 8588.385065 | 7724.965198 |
| LDHA | 310306.2825 | 128668.5079 | 291094.1815 | 103441.1859 |
| MAB21L3 | 3686.127099 | 3887.748011 | 3497.977114 | 2407.498066 |
| MTFP1 | 851.0681743 | 412.0301658 | 884.1348068 | 460.6020969 |
| P4HA1 | 30290.54025 | 13298.73321 | 22817.65469 | 11636.15567 |
| PDK1 | 4853.180482 | 1544.299218 | 5580.61139 | 1734.874962 |
| PPP1R3C | 1725.257218 | 357.080724 | 921.8590179 | 287.3762269 |
| RSBN1 | 6950.573589 | 3902.803862 | 6773.48458 | 3686.651248 |
| SCD | 969030.8475 | 436461.8869 | 565113.3694 | 295316.1346 |
| STC2 | 49399.3879 | 28027.40423 | 40389.42344 | 30128.14607 |
| TFRC | 8849.787821 | 8797.65371 | 7654.18728 | 5104.114737 |
| TRIM33 | 23587.69025 | 33874.5362 | 29906.87708 | 26081.15578 |
| TRIOBP | 7371.153205 | 2674.956855 | 6553.241297 | 2479.404967 |
| UBC | 94633.71641 | 53425.23148 | 74504.08816 | 41560.44404 |
| WSB1 | 7852.287476 | 3945.376609 | 8567.992842 | 3131.626747 |

# Supplementary material for: Capture‐C reveals preformed chromatin interactions between HIF‐binding sites and distant promoters
**Source:** EMBO Rep. 2016 Aug 9;17(10):1410–21. doi: 10.15252/embr.201642198
**Supplement:** Supplementary file 4 — Table EV2

## Table EV2: Effect of HIF siRNA on enhancer bound gene expression

How the deposited data were processed for this re-analysis (not part of the article)

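Capture-C was performed on 4 MCF-7 libraries (2 normoxic, 2 hypoxic), 2 normoxic 786-O libraries and 2 libraries of 786-O+VHL cells (1 normoxic, 1 hypoxic). Hypoxia was 0.5% oxygen for 16 h. The authors trimmed reads with Trim Galore, aligned them to hg19 with Bowtie 1.0.0 and counted interactions per DpnII fragment. They normalized the counts to the total of each probe and to fragment size, and tested overlapping 2-kb windows with a negative binomial model against a background that decays with distance. The false discovery rate was corrected at each distance across probes. The values they deposited are genomic positions of viewpoints and of the called bins, in a list for each cell line, with no count, score or p-value. The paper's text does not name the false discovery rate of a call. Its methods take a region called in any replicate for the comparison of conditions, and do not say whether the lists were made that way. The paper gives an average number of ligation junctions per viewpoint over its viewpoints. The lists give no depth for a library, so no limit of detection is given here, and no test between conditions or cell lines on interaction frequencies was possible.

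Positions were read as deposited. The starts of bins, and at some viewpoints that of the viewpoint, differ by 1 bp between lists, and this difference was removed before bins were compared. A line was taken to be on the grid of its viewpoint when the bin starts a multiple of 2000 bp from the start of the viewpoint, within 1 bp. In 30 lines of the 786-O+VHL list, the viewpoint repeats the bin, so the grid is unknown, and these were treated together with the lines off the grid. The bins of these lines were compared with the grids of the other viewpoints on the chromosome within 500 kb. The 3 lists hold 1471 lines, 56 of them off the grid besides these 30, and 43 viewpoints in all, of which 29 are in every list.

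Called bins were counted per viewpoint, and distances were measured between centres. Shares have exact Clopper-Pearson 95% intervals, which cover counting error only. A bin was shared between lists when a bin of the same viewpoint in the other list overlapped it by at least 1 bp. Chance came from 10000 draws in which each bin of the other list was placed at a distance drawn from that list, on a random side of its viewpoint, with a one-sided permutation p. This test was first run on simulated MCF-7 lists of 362 bins at 41 viewpoints against the 786-O list. With no copied bins, 3.5% of 200 simulated lists had p under 0.05, and with 20% of bins copied all of them did. Bins that were not copied were drawn one by one from the MCF-7 distances on a random side. They were thus not clustered as the real bins are, so the simulation does not give the error rate for clustered bins. Differences between lists over viewpoints were tested by permuting signs 100000 times, two-sided. This covers the spread between viewpoints only, since each cell line has 1 list.

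Genes were named by a rule set before the data were examined, as every viewpoint gene or promoter that the paper names. No annotation of hg19 was used here. Loci of Fig 2A, Fig EV1, Fig 4C and Fig 4D were placed by reading the shaded regions of the figures against their axes, with a tolerance of 2 kb, and those of Fig EV5 by eye with 6 kb. For Fig 4C the ticks were used and the printed labels, which do not sit on them, set aside. The bins listed under a viewpoint do not overlap, unlike the windows tested in the paper, and were used as listed. Where a gene lies on a chromosome with only 1 viewpoint, it was matched to that viewpoint by chromosome, which a table of GRCh38.p14 gene names gave. Other genes of the rule were left out, as were the overlap with transcription start sites, the comparison of normoxia with hypoxia, and the choice of the best call by score, since these need an annotation of hg19 or values that are not in the lists.

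The alternatives were a merge of bins within 2 kb, distance to the nearer edge, leaving out bins within 10 kb, leaving out the viewpoint with the most bins, and 2 other rules for a shared bin. Chosen after the data were examined were the scales of Fig 4C and Fig EV5, the treatment of lines off the grid, of the viewpoint with identical bins and of the difference of 1 bp, and 2 other models of chance. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and Pillow 12.0.0.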

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

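The tests in this part were chosen after the result was seen, and so was the limit of 30 called bins. At 6 viewpoints, a list held at least 30 called bins on the grid of the viewpoint. These 6 were not matched to a locus shown or named by the paper, as no hg19 annotation was used. Those on chromosomes 1, 12 and 14 share their chromosome with named genes whose viewpoint is unresolved (ERRFI1, ENO1 and SLC2A1 on chromosome 1, SLC38A1 and others on chromosome 12, EGLN3 on chromosome 14), so it is not known whether the paper discusses them. The viewpoint on chromosome 1 at 8086133 had 40 called bins in 786-O, of which 23 were also called in MCF-7, and 32 in 786-O+VHL. All of them lay to its right. On chromosome 8, the viewpoint at 82105545 had 43 in 786-O+VHL against 13 in 786-O and 10 in MCF-7. That on chromosome 12 at 46887231 had 36 in 786-O, of which 1 was also called in MCF-7. Also on chromosome 8, the viewpoint at 68737619 had 36 in 786-O, in 23 separate runs, with 0 of them called in MCF-7 and 1 in 786-O+VHL. On chromosome 5, the viewpoint at 3926200 had 32 in 786-O, in 20 runs, 2 of them also called in MCF-7. Whether the numbers of calls differ between cell lines was not tested, because depth is unknown.

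The viewpoint on chromosome 14 at 54404062 had 35 called bins in 786-O and the same 35 in 786-O+VHL. The MCF-7 list has these 35 bins as well, under another viewpoint of the chromosome, besides 4 lines of its own under this viewpoint, of which 1 is among the 35. At the other 16 viewpoints with at least 5 bins in both 786-O lists, at most 61.8% of the bins called in either list were in both, with a median of 40.0%. Identical bins were thus seen at no other of these viewpoints. A single locus may still be alike in different cells, so this does not decide whether the contacts are common to them. Copied lines may be the cause. In 100% of these lines (35 of 35), the 786-O+VHL list carries the start positions of the 786-O list, which differ by 1 bp from its own, and 0 of its 415 other lines on the grid do so. This argues against these 35 lines having been made together with the rest of the 786-O+VHL list. From which other list they come stays open.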

How the results depend on the processing

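The mean of 9.86 called bins per MCF-7 viewpoint fell to 4.67 regions when bins within 2 kb were merged, since neighbouring bins then count once. Under the 4 other alternatives it was 8.83 to 9.83. The share of MCF-7 bins within 250 kb, 72.5%, stayed within its interval under the 3 alternatives set before the data were examined. It was 82.9% without lines off the grid and 80.4% with those lines moved, both chosen after the data were examined, since the lines removed or moved lie megabases from their listed viewpoint. The shares of bins in common were above chance in all 6 directions under 9 alternatives, 5 of which were added after the data were examined. The permutation p was 0.0001, the smallest possible, in all 54. A rule asking for a larger overlap than 1 bp gave the same counts in every direction. Bins on the grid of a viewpoint overlap in full or not at all, so that rule adds no separate support. The share of MCF-7 bins also called in 786-O ranged from 37.6% to 51.3%, and that of 786-O bins also called in 786-O+VHL from 51.3% to 75.2%. The 75.2% comes from the looser rule of centres within 5 kb, under which chance gave 31.2%. By that rule the MCF-7 share was 50.5%, and chance gave 21.4%. For bins as deposited and an overlap of at least 1 bp, chance gave 5.81% and 8.47% for these pairs. It gave 6.22% and 7.19% with whole sets of bins exchanged between viewpoints, which keeps them clustered. Sets mirrored at random at their own viewpoint gave 22.3% and 28.6%, but many sets keep their real orientation in such a draw, so this compares sides only and is no level of chance overlap. With Fig 4C read by its labels, added after the data were examined, 786-O had 0 called bins at CCND1 against 6, and at the enhancer 3′ to MYEOV 786-O had 0 against 6 and MCF-7 0 against 3, since both places then lie farther from the viewpoint. Not run for lack of values or annotation were the overlap with transcription start sites, the selection of the best calls by score, and every alternative for the comparisons of interaction frequencies between oxygen levels or cell lines (other tests, a replicate block, libraries left out, filters, pseudocounts and centring). No paired analysis was possible because the lists hold no values per library. Depth limits every absent call, by an amount that the lists do not show.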

Differences from the paper's values

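Neither value that could be set beside the paper's differed from it by more than 1.5 times. The lists hold 43 viewpoints, and the paper gives 38. The MCF-7 list gives 9.86 bins per viewpoint, or 4.67 regions with bins within 2 kb merged, and the paper gives an average of 7 sites per HIF-binding site. The group is wider here, since it includes promoters, and the paper left out HIF-binding sites with poor capture. Bins and merged regions lie on either side of the paper's 7. How windows were joined into sites is not stated in its text, so closeness here is no check of its value. The list does not mark oxygen levels, and the paper's text names no threshold for a call.

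Some lists differ from what the paper states or shows. The paper shows the NDRG1 promoter in contact with HIF-binding sites on both sides. The MCF-7 list has called bins at 2 of the 4 shaded sites of Fig EV1, both to the right, with 2 and 6 bins, and none at the others. Its nearest call to the leftmost site lies 90.1 kb to the left of the viewpoint. The paper reports contact with the TGFA promoter in both cell lines. The MCF-7 list has 0 lines under that viewpoint, and 2 bins at TGFA under another viewpoint of chromosome 2. With the lines off the grid moved to the viewpoint they fit, an alternative chosen after the data were examined, these become calls at TGFA. The paper places all elements that interact with its HIF-binding sites within the same domain. In the MCF-7 list as deposited, 52 lines pair a viewpoint with a bin 19.8 to 103 Mb away. The list does not say whether the viewpoints of these lines are HIF-binding sites, so these lines cannot be set against that statement. All 52 bins fit the grid of another viewpoint, 10.3 to 406 kb from it, and none lies on the grid of the viewpoint it is listed under. The other lines reach at most 483 kb.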

Other observations

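The tests of lines off the grid, and that of copied lines in the comparison of 786-O with the other lists, were chosen after the result was seen. Of the 1471 lines, 56 pair a viewpoint with a bin off its grid, and in 30 more the position of the viewpoint repeats that of the bin. The bins of all 86 lines (100%) fit the grid of exactly 1 other viewpoint within 500 kb, where chance would give 0.129 lines. Of the 53 lines over 500 kb from their viewpoint, 0 lie on its grid, which argues against contacts over megabases. A candidate explanation is that the viewpoint was replaced by another position in these lines. In MCF-7, 35 lines under the viewpoint on chromosome 14 at 34420142 fit that at 54404062, and 17 under the viewpoint on chromosome 2 at 173420581 fit that at 70823890. In 786-O+VHL, 30 lines fit the viewpoint on chromosome 16 at 14458164, and 4 fit that on chromosome 12 at 46887231.

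Over all bins as deposited, 786-O calls recurred more often in 786-O+VHL (55.3%) than in MCF-7 (30.5%), at different sets of viewpoints. With lines on the grid of their viewpoint only, 28 viewpoints are in all lists, and on average 46.4% ± 30.9 (SD) of their 786-O bins recurred in 786-O+VHL and 38.7% ± 28.5 in MCF-7. The share was higher in 786-O+VHL at 12 viewpoints, higher in MCF-7 at 8 and equal at 8 (permutation test, two-sided p = 0.257). Without the viewpoint with identical bins the mean difference was 4.34 percentage points (27 viewpoints, permutation p = 0.468), so it cannot be told whether copied lines account for it. With both lists thinned to the same number of bins at each viewpoint, the difference was -4.50 points without that viewpoint (permutation p = 0.293) and -4.03 points with it (28 viewpoints, permutation p = 0.328). Thinning thus turned the mean difference per viewpoint negative, though no difference per viewpoint passed the threshold. The pooled shares were not thinned, so whether the longer 786-O+VHL list accounts for their difference stays open. Similarity by cell of origin stays open as well.

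Leaving out the viewpoint with identical bins, the side that held most bins was the same in 786-O and 786-O+VHL at 25 of 27 viewpoints, in MCF-7 and 786-O at 26 of 35 (74.3%, one-sided exact binomial p = 0.00299), and in MCF-7 and 786-O+VHL at 16 of 24 (66.7%, exact p = 0.0758). A favoured side that cell lines share beyond the bins they share was looked for among bins in only 1 list. Bins that lie beside shared bins remain among them, so agreement between lists may come from the same contacts. It does not show a favoured side beyond those contacts. For MCF-7 and 786-O, the side was the same at 53.3% of viewpoints (16 of 30, exact p = 0.428), which leaves the question open. For 786-O and 786-O+VHL it was the same at 17 of 21 (exact p = 0.00360), and for MCF-7 and 786-O+VHL at 7 of 17 (exact p = 0.834). These 3 comparisons were not corrected for their number.

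Called bins within 25 kb of the viewpoint, again without that viewpoint, made up a larger share in MCF-7. They were on average 40.9% ± 36.8 (SD) of a viewpoint's bins in MCF-7 and 17.2% ± 26.8 in 786-O, higher in MCF-7 at 24 of 40 viewpoints and lower at 7 (permutation test, two-sided p = 3e-05). Between MCF-7 and 786-O+VHL the shares were 36.7% and 15.8% (27 viewpoints, permutation p = 0.00152), and between 786-O and 786-O+VHL 15.0% and 15.7% (28 viewpoints, permutation p = 0.810). The limit of 25 kb was chosen after the distances were seen. Each cell line has 1 pooled list, so these p-values cover the spread between viewpoints and not that between cultures. The paper fitted its background for each cell line separately, and depth is unknown. Whether the difference comes from the cells or from the calling cannot be told.

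At loci discussed for other cells, the lists held these calls. At the ARRDC3 promoter, 3 of 12 bins were called in 786-O and 5 of 30 in 786-O+VHL, and at LUCAT1 there were 0 in both. At the leftmost HIF-binding site of NDRG1, 3 bins were called in 786-O and 1 in 786-O+VHL. At CCND1, 4 of 39 bins were called in 786-O+VHL, and at TGFA 4 of 21.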
